# The elephant shark methylome reveals conservation of epigenetic regulation across jawed vertebrates

**DOI:** 10.12688/f1000research.11281.1

**Published:** 2017-04-20

**Authors:** Julian R. Peat, Oscar Ortega-Recalde, Olga Kardailsky, Timothy A. Hore

**Keywords:** DNA methylation, epigenetics, elephant shark, vertebrate, evolution, cartilaginous fish, gene regulation

## Abstract

Background: Methylation of CG dinucleotides constitutes a critical system of epigenetic memory in bony vertebrates, where it modulates gene expression and suppresses transposon activity. The genomes of studied vertebrates are pervasively hypermethylated, with the exception of regulatory elements such as transcription start sites (TSSs), where the presence of methylation is associated with gene silencing. This system is not found in the sparsely methylated genomes of invertebrates, and establishing how it arose during early vertebrate evolution is impeded by a paucity of epigenetic data from basal vertebrates.

Methods: We perform whole-genome bisulfite sequencing to generate the first genome-wide methylation profiles of a cartilaginous fish, the elephant shark *Callorhinchus milii*. Employing these to determine the elephant shark methylome structure and its relationship with expression, we compare this with higher vertebrates and an invertebrate chordate using published methylation and transcriptome data.

Results: Like higher vertebrates, the majority of elephant shark CG sites are highly methylated, and methylation is abundant across the genome rather than patterned in the mosaic configuration of invertebrates. This global hypermethylation includes transposable elements and the bodies of genes at all expression levels. Significantly, we document an inverse relationship between TSS methylation and expression in the elephant shark, supporting the presence of the repressive regulatory architecture shared by higher vertebrates.

Conclusions: Our demonstration that methylation patterns in a cartilaginous fish are characteristic of higher vertebrates imply the conservation of this epigenetic modification system across jawed vertebrates separated by 465 million years of evolution. In addition, these findings position the elephant shark as a valuable model to explore the evolutionary history and function of vertebrate methylation.

## Introduction

The methylation of DNA at cytosine bases constitutes an epigenetic regulatory system that is essential for the development of bony vertebrates ^1– 3^. Of particular significance is the modification of CG dinucleotides, whose symmetry allows methylation signals in this context to be perpetuated by maintenance methyltransferases following DNA replication ^4^. CG methylation and the epigenetic memory encoded by it thus form a stable but flexible storage system for molecular information.

The methylomes of studied vertebrates – including bony fish, amphibians and mammals – exhibit similar global patterns in which the majority of CG sites are methylated in somatic tissues ^5– 9^. Regulatory elements such as promoters and enhancers are an important exception to this pervasive methylation landscape, particularly when associated with short CG-rich regions termed CpG islands. At the transcription start site (TSS), the presence of methylation is associated with transcriptional silencing, an effect achieved through the inhibition of transcription factor binding and the action of proteins that recognise methylated DNA and induce an inaccessible chromatin configuration ^10, 11^. The inverse relationship of TSS methylation with gene expression has been documented across a wide range of vertebrate taxa ^5, 8, 12– 16^, indicating an evolutionarily important function. The molecular machinery that invokes an inactive state in response to methylation signals also appears to be conserved ^10^. Differences in methylation at regulatory regions are linked to the definition of cell fate during developmental progression and the stable maintenance of this identity in differentiated tissues ^5, 17– 19^. Indeed, widespread erasure of methylation marks in the cells of humans and mice plays a prominent role in the reprogramming of fate specification in both natural and experimental systems ^17, 20, 21^.

High levels of methylation outside the TSS of genes also serve an important function in vertebrate genomes. A substantial fraction of vertebrate genomes is composed of repetitive transposable elements (TEs), whose activity must be repressed to safeguard genome integrity ^22, 23^. These elements are ubiquitously methylated in vertebrate somatic tissues ^8, 9, 16, 24^, and experiments performed in mammalian model systems has shown this to be critical for their transcriptional repression ^25^. Hypermethylation of gene bodies is also a conserved feature of vertebrate genomes, and – unlike methylation at the TSS – this is compatible with active transcription in all species profiled to date ^5, 8, 12, 14– 16, 26– 28^. Although the relationship of intragenic methylation with gene expression levels is complex and appears to vary across taxa and even cell-type ^5, 8, 12– 16, 26, 28, 29^, it has been shown to suppress spurious transcription ^30^ and regulate exon splicing ^31, 32^ in mammalian systems.

The distribution and regulatory functions of methylation in vertebrates are unique amongst the metazoa, but the evolution of this system is poorly understood. In striking contrast to the pervasive hypermethylation that characterises vertebrates, invertebrate genomes are sparsely methylated and certain species such as the nematode *Caenorhabditis elegans* and fruit fly *Drosophila melanogaster* are apparently devoid of cytosine methylation ^14, 33– 36^. Where present, the predominant pattern is a mosaic configuration, in which unmethylated regions are interspersed with hypermethylated sequences, the latter preferentially located in gene bodies and in loose positive association with transcription ^14, 33– 35, 37^. Significantly, invertebrates lack the inverse relationship between TSS methylation and expression that constitutes a key regulatory mechanism in vertebrates, and the low levels of methylation do not appear to act as a control against TE activity in their genomes ^14, 35, 38– 41^.

Methylation in *Ciona intestinalis*, a sea squirt belonging to the subphylum tunicata, the chordate lineage most closely related to vertebrates ^42^ ( Figure 1), typifies the invertebrate mosaic pattern ^14, 33, 35^. The methylation system present in higher vertebrates can thus be inferred to have evolved at some point after the divergence of tunicates from vertebrate progenitors (~680 Mya ^43^) and before the radiation of bony fish and tetrapods (~430 Mya ^43^; Figure 1). Understanding the timing of this progression at greater resolution and the factors that stimulated its development is hindered by the absence of methylation data from basal vertebrate classes.

**Figure 1.**
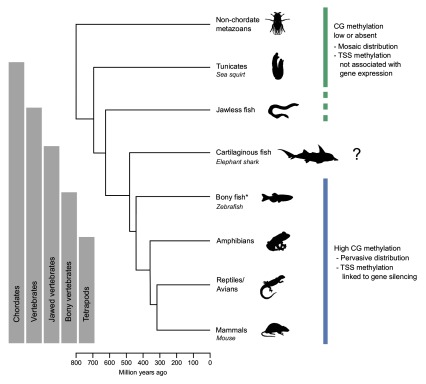
Phylogenetic tree showing major vertebrate groups, invertebrate outgroups and defining characteristics of their methylomes. The genomes of higher vertebrates are pervasively hypermethylated, with the exception of regulatory elements such as transcription start sites (TSSs), where the presence of methylation is associated with gene silencing (blue line). In contrast, invertebrate genomes are generally sparsely methylated in a mosaic pattern, and lack the inverse relationship between TSS methylation and expression that characterises vertebrates (green line). Certain invertebrate species appear to lack methylation altogether. Due to a paucity of data from basal vertebrate species, the evolutionary history of the CG methylation system present in higher vertebrates is unclear. Preprint methylation data from the sea lamprey *Petromyzon marinus* is not indicated here (see discussion). The names of organisms examined in this study are noted underneath the appropriate class. * The lobe-finned fish (sarcopterygii), as well as the cephalochordata (a basal chordate taxon), have been omitted for clarity. The following terms have been treated as equivalent: jawless fish and cyclostomata, jawed vertebrates and gnathostomata, cartilaginous fish and chondrichthyes, bony vertebrates and euteleostomi. Median divergence times from the TimeTree database ^43^ were used to construct the tree.

Here, we use whole-genome bisulfite sequencing to generate the first methylation profiles of a cartilaginous fish, the elephant shark *Callorhinchus milii*. Through detailed comparison with published methylation and expression datasets, we demonstrate that the elephant shark methylome is characteristic of vertebrates in its global hypermethylation – including at TEs and gene bodies – and, crucially, association with transcriptional silencing at the TSS. These findings indicate conservation of a complex methylation system across jawed vertebrates separated by 465 million years of evolution, and identify the elephant shark as an important model to examine the origins and function of methylation in vertebrates.

## Methods

### Tissue source and DNA extraction

Elephant shark tissue samples were sourced as by-product of deceased animals harvested from commercial fishing in the Otago coastal region. As such, no animal ethics permission was applicable in this circumstance. No animal experimentation or manipulation was undertaken as defined by the Animal Welfare Act (2009, New Zealand), or according to guidelines issued by the New Zealand National Animal Ethics Advisory Committee (NAEAC, Occasional Paper No 2, 2009, ISBN 978-0-478-33858-4).

DNA was purified using a modified magnetic bead approach ^44^. Briefly, cells were first homogenised in “GITC” lysis buffer (4 M Guanidine thiocyanate, Sigma G6639; 50 mM Tris, Thermo 15568-025; 20 mM EDTA; Thermo 15575-020; 2% Sarkosyl, Sigma L9150-50G; 0.1% Antifoam, Sigma A8311-50ML), and this lysate mixture was then combined with TE-diluted Sera-Mag Magnetic SpeedBeads (GE Healthcare, GEHE45152105050250) and isopropanol in a volumetric ratio of 2:3:4, respectively. Following capture with a neodymium magnet, beads were washed once with isopropanol, twice with 70% ethanol and resuspended in filter-sterile milliQ water.

### Preparation of WGBS-seq libraries

WGBS-seq was undertaken using a post-bisulfite adapter tagging (PBAT) method adapted from Peat *et al.*, 2014 ^45^. Briefly, 50–100 ng of purified DNA was subjected to bisulfite conversion using the Imprint DNA modification kit (Sigma, MOD50). Converted DNA underwent first strand synthesis with a biotin-labelled adapter sequence possessing seven random nucleotides at its 3’ end (BioP5N7, biotin- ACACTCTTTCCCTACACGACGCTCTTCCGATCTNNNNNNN). The product of first strand synthesis was captured using streptavidin-coated Dynabeads (Thermo, 11205D) and magnetic immobilisation. Double-stranded DNA was created using the immobilized first-strand as a template and an additional adapter that also possesses seven random nucleotides at its 3’ end (P7N7, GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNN). Unique molecular barcodes and sequences necessary for binding to Illumina flow-cells were added to libraries by PCR using 1X HiFi HotStart Uracil+ Mix (KAPA, KK2801 and 10 μM indexed Truseq-type oligos), with thermal cycling as follows: 12× (94°C, 80 sec; 65°C, 30 sec; 72°C, 30 sec).

For deep sequencing, libraries were sequenced with a single-end 100bp protocol on a HiSeq 2500 instrument (Illumina) using rapid run mode. For low-coverage sequencing of additional samples, libraries were sequenced on a MiSeq instrument (Illumina) until the desired depth (at least 15,000 mapped CG calls) was attained.

Detailed sequencing results are provided in Table S1. 

### Bioinformatic processing of WGBS-seq dataset

Mapped CG methylated calls for mouse liver ^5^ were downloaded from GEO (accession GSE42836, sample GSM1051157) and analysed directly. For zebrafish muscle ^8^ ( SRA study SRP020008, run SRR800081) and sea squirt muscle ^14^ (GEO accession GSE19824, sample GSM497251), raw sequencing data was downloaded and processed along with elephant shark WGBS-seq data generated in this study as follows.

Trimming was performed to remove both poor-quality calls and adapters sequences using TrimGalore (v0.4.0, default parameters). For the elephant shark data, 10bp were also removed from the 5’ end of reads to account for sequence biases associated with PBAT library construction.

Trimmed reads were aligned using Bismark ^46^ (v0.14.3, default parameters) with the --pbat option specified for elephant shark data. The following genome assemblies were used for alignment: zebrafish, GRCz10; elephant shark, 6.1.3; sea squirt, KH. For sea squirt and elephant shark, alignment was only performed against scaffolds larger than 277kb to avoid gene annotation issues and assembly artefacts. The deep-sequenced elephant shark data generated in this study was additionally mapped to the mitochondrial genome.

Bismark mapping reports were used to determine global methylation levels for low-coverage elephant shark data. All other datasets were deduplicated and CG methylation calls extracted using Bismark (--comprehensive and --merge_non_CG options specified). 

The number of mapped cytosine calls for sequencing performed in this study are provided in Table S1. 

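Non-CG calls were counted in the mapping reports that the authors deposited for the 10 low-coverage libraries. These reports give the methylated and unmethylated cytosine calls in each sequence context before any removal of duplicate reads. In 5 of the 6 low-coverage livers, non-CG methylation lay between 0.564% and 0.609%, so that the conversion efficiency was 99.4% in each. In the 4 pancreas and spleen libraries it lay between 0.702% and 1.07%. The least converted of these 9 libraries was the male pancreas, in which 1983 of 186106 non-CG calls were methylated (95% Wilson interval 1.02% to 1.11%) and the conversion efficiency was 98.9%. The deposited report of male liver 2 covers 230 reads only, and 4 of its 188 non-CG calls were methylated, which is 2.13% with a 95% Wilson interval of 0.830% to 5.34%. The deep-sequenced libraries have CG calls only in the files used here, and for them the paper's Table S1 gives non-CG methylation of 0.791% in the female and 1.02% in the male.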

The frequency of non-CG methylation indicates the maximum rate of non-conversion during the bisulfite treatment step; by this measure, all libraries had a bisulfite conversion efficiency of at least 98.9%.

### Bootstrap sampling to determine margin of error in low-coverage WGBS-seq

In order to determine the number of CG methylation calls required to accurately predict genome-wide methylation levels, bootstrap sampling of reads from the deep-sequenced male elephant shark dataset was performed to generate regular intervals of CG calls from approximately 100 to 30,000. These reads were trimmed, mapped and methylation quantified as described above, and following 1000 iterations, the proportion of data falling within the 0.5-99.5 percentiles was calculated to generate a 99% confidence interval. An asymptotic model described by the equation $y=2.208/\sqrt{x}$ was used to fit a curve to the data. At our minimum sequencing depth of 15,000 CG calls, bootstrap sampling predicts a margin of error (99% confidence interval) of approximately ±1.8 methylation percentage points.

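The resampling was repeated on the deposited calls of the deep-sequenced male liver, with 1000 draws of whole reads at each depth, and without trimming or mapping the reads again. At 15000 CG calls, the range from the 0.5 to the 99.5 percentile extended 1.45 percentage points either side of its centre. A curve of the paper's form fitted to all depths had a constant of 1.78. The same procedure on the deep-sequenced female liver gave 1.49 points and a constant of 1.75. When single calls were drawn in place of whole reads, the margin for the male liver narrowed to 0.900 points and the constant to 1.20. Reads with a CG call carried a mean of 2.40 CG calls in this library. At the fitted constant of the male liver, the margin was 1.29 points for female liver 3 and 0.734 points for the male spleen, which have the fewest and the most CG calls of the low-coverage libraries other than male liver 2.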

### Analysis of deep-sequenced WGBS-seq datasets

CG methylation calls were imported into the SeqMonk program (v1.37.1) for analysis. For elephant shark and sea squirt, custom SeqMonk genomes were built using GFF annotation files downloaded from NCBI and Ensembl, respectively.

To analyse methylation at the level of individual CG dinucleotides, we generated an annotation track of each CG site using Bowtie v1.1.2 ^47^. A minimum of five methylation calls was required for inclusion of a CG site in analyses.

For mouse, zebrafish and elephant shark, precompiled annotation tracks of repetitive elements generated using the RepeatMasker program were downloaded from UCSC. For sea squirt, we generated these annotations by running the RepeatMasker program (v4.0.6) on the KH assembly with the -s option and specifying *Ciona intestinalis* as the species. The various classes of transposable elements were extracted from these annotation files and where indicated, merged for analysis. A minimum of five calls was applied as a threshold for inclusion when quantifying individual elements.

To examine methylation profiles across genes or TEs and neighbouring sequences, methylation was quantified at individual CGs and the mean plotted across a size-standardised gene or TE as well as 10kb upstream and downstream regions, using the quantitation trend plot function. Figures were produced using Prism (GraphPad, v7), with smoothing applied to flanking regions by averaging 100 neighbours. 

Transcription start sites were defined as 200bp centred on the first nucleotide of an annotated mRNA, and a minimum of five methylation calls was applied as a threshold for inclusion in analyses. For analysis of gene bodies, 2kb running windows were quantified (with a minimum of 50 methylation calls applied for inclusion) within annotated mRNAs, excluding 1kb at the 5’ end, and the mean was reported for each mRNA.

Violin plots and histograms were drawn using the ggplot2 package ^48^ in R.

### Bioinformatic processing of RNA-seq datasets

We downloaded raw sequencing data from previous studies as follows; sea squirt muscle ^14^, GEO accession GSE19824, sample GSM497252; elephant shark liver ^49^, SRA study SRP013772, run SRR513760; zebrafish muscle ^8^, SRA study SRP020008, run SRR800045; mouse liver (ENCODE Consortium ^50, 51^), GEO accession GSE78583, sample GSM2072415.

Trimming was performed to remove both poor-quality calls and adapters sequences using TrimGalore (v0.4.0, default parameters). In addition, 12bp were removed from the 5’ end of sea squirt reads and 10bp from the 5’ end of both elephant shark and mouse reads to avoid sequence biases.

Trimmed reads were aligned to the reference genomes described above with HISAT2 ^52^ (v2.0.5) using single-end or paired-end mode, as appropriate. Known splice sites were specified from a file built from GTF annotation files downloaded from Ensembl (release 87) using the HISAT2 python script. No GTF file was available for elephant shark, so a GFF annotation file downloaded from NCBI was first converted to GTF format using the gffread program ( https://github.com/gpertea/gffread).

### Analysis of RNA-seq datasets

Alignments from HISAT2 were imported into the SeqMonk program, specifying a minimum mapping quality of 60 to select only uniquely aligned reads.

The RNA-seq quantitation pipeline was used to generate raw read counts across the exons of nuclear protein-coding genes with a correction for any DNA contamination. Counts were corrected by transcript length and genes were divided into quintiles according to expression level.

## Results

### Genome-wide methylation profiles of the elephant shark, *Callorhinchus milii*

To generate genome-wide methylation profiles, we extracted DNA from the liver tissue of one female and one male adult elephant shark and performed whole-genome bisulfite sequencing (WGBS-seq). 

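For each of these livers the authors deposited the CG calls of 1 deep-sequenced library. The libraries were made by post-bisulfite adaptor tagging (PBAT), in which adaptors are attached after bisulfite treatment has converted unmethylated cytosines. Each line of the files is the call of 1 cytosine in 1 read, as methylated or unmethylated, with its scaffold and position but without its strand. According to the paper's methods, the authors trimmed the reads, removed 10 bp from their 5' end, aligned them with Bismark (v0.14.3) to the scaffolds of assembly 6.1.3 larger than 277 kb, removed duplicates and extracted the calls. The female library held 30080951 CG calls on 12682448 reads with a CG call, and the male library 38128530 calls on 15880802 reads. The read names give both libraries the same 2 lane numbers, but run and flow cell were not compared. The calls lay on 330 scaffolds, whose last called positions add up to 869121200 bp. A CG dinucleotide has a cytosine on each strand, so neighbouring called positions were joined here into 1 CG site. This gave 13522973 CG sites from 20676135 called positions, of which 12408 could have been joined in more than 1 way. Calls on both strands were found at 52.9% of the sites. With both livers added, a site had a median of 4 calls, and 47.4% of the sites had at least 5. There was 1 deep library per sex, so differences between these libraries have no replicate check. Confidence intervals given for them cover counting error only.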

Detailed sequencing results are provided in Table S1.

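In the deep-sequenced female liver, 20751748 CG calls were methylated and 9329203 were not, a global level of 69.0%. In the male liver, 27294228 were methylated and 10834302 were not, a level of 71.6%. The curve fitted to the male liver, extrapolated to these depths, gives 99% margins of error of 0.0325 and 0.0288 percentage points, much narrower than the difference between these animals. The 2 lanes of 1 library differed little, with 68.9% and 69.0% in the female and 71.6% in both lanes of the male. Correcting for the paper's non-CG rates as non-conversion, with the remainder rescaled to the converted share, lowered the levels to 68.7% and 71.3%. Counting only the first listed call of each read moved them most, to 66.4% in the female and 69.6% in the male. Non-CG and mitochondrial calls of these libraries were not analysed here.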

As described in the somatic tissues of other vertebrates, we found that methylation is much more prevalent in nuclear DNA at CG dinucleotides (69 – 71.6%) than in non-CG context (0.8 – 1%) or mitochondrial DNA (1.6 – 2.5%; Figure 2A). Low-coverage WGBS-seq demonstrated similar global methylation levels in three additional individuals for liver, and in spleen and pancreas samples ( Figure 2B). 

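For each of the 10 low-coverage libraries the authors deposited a Bismark mapping report, which holds the number of reads, the number aligned and the methylated and unmethylated calls per context. These counts were made before removal of duplicates, unlike those of the deep-sequenced libraries. The libraries came from 3 further female livers, 3 further male livers, and 1 female and 1 male sample each of pancreas and spleen. Whether the pancreas and spleen samples share animals with each other or with the livers is not given by the labels or the paper's text, and the tests treat each library as independent. Apart from male liver 2, between 19255 and 64619 reads per library were analysed. Of these, 24.2% to 27.3% aligned in the livers and 37.9% to 42.0% in pancreas and spleen. They gave 19024 to 40875 CG calls per liver library, with a median of 23603, and 21225 to 58906 per pancreas or spleen library, with a median of 29733. In the report of male liver 2, 13 reads aligned and 17 of 23 CG calls were methylated, which is 73.9% with a 95% Wilson interval of 53.5% to 87.5%. This interval takes the calls as independent, and the whole-read curve, extrapolated to 23 calls, gives a 99% margin of 37.1 points. For this library the paper's Table S1 gives 26979 CG calls and a level of 69.3%, while the CG counts of the other 11 libraries were the same in the files and in Table S1.

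Female livers 2, 3 and 4 had CG methylation of 67.5%, 63.5% and 65.8%, and male livers 3 and 4 had 66.9% and 66.8%. The female and male pancreas had 66.4% and 67.8%, and the female and male spleen 66.7% and 63.9%. The mean of the pancreas libraries was 67.1% ± 0.989 (SD, n = 2) and that of all livers, deep-sequenced ones included, 68.1% ± 3.31 (SD, n = 8). Their difference of -1.06 percentage points was smaller than the spread between livers (two-sided exact permutation test, p = 0.689, Benjamini-Hochberg adjusted p = 0.689 over both tissues). Without male liver 2 the difference was -0.235 points (exact permutation test, p = 0.861). The mean of the spleen libraries was 65.3% ± 1.97 (SD, n = 2), which differed from the livers by -2.83 points (two-sided exact permutation test, p = 0.333, adjusted p = 0.667), and by -2.01 points without male liver 2 (exact permutation test, p = 0.361). The smallest p that 8 livers against 2 libraries allow is 0.0222 in this exact test. Compared with the low-coverage livers alone, the difference was -0.341 points for pancreas and -2.11 points for spleen. Both values rest on male liver 2. Without it they were 0.963 points for pancreas, which reverses the direction, and -0.809 points for spleen, in alternatives chosen after the values were seen. The report headers of the livers name a common source folder that those of pancreas and spleen lack. This was taken to mark the sequencing run, and no run identifiers were read. Tissue and run thus cannot be told apart.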

While we observed a small trend for lower methylation in female samples ( Figure 2B; female mean 66.4%, male mean 68.6%), this was not significant according to a *t*-test (p=0.2308) and within the margin of error expected at this sequencing depth ( Figure S1).

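The female livers had a mean CG methylation of 66.4% ± 2.36 (SD, n = 4) and the male livers 69.8% ± 3.54 (SD, n = 4), with male liver 2 taken from its deposited report. The difference of -3.35 percentage points had p = 0.2 in a two-sided exact permutation test over the 70 splits of the 8 livers, whose smallest possible p is 0.0286. Without male liver 2, the male mean was 68.4% ± 2.74 (SD, n = 3) and the difference -1.97 points (exact permutation test, p = 0.4). With the paper's Table S1 counts for male liver 2, an alternative chosen after the values were seen, the male mean was 68.6% ± 2.28 (SD, n = 4) and the difference -2.19 points (exact permutation test, p = 0.257). Leaving out each liver in turn gave differences between -4.34 and -1.97 points, all of them with a lower mean in females. Pooling the calls of the low-coverage livers within each sex, which lets the deepest libraries weigh most, gave the smallest difference, -1.09 points. The low-coverage livers were taken as 1 sequencing run. Within them the difference was -3.60 points (exact permutation test, p = 0.3), where 3 against 3 cannot give a p under 0.1. This value also rests on male liver 2, and without it the difference within the run was -1.24 points (exact permutation test, p = 0.6), an alternative likewise chosen afterwards. The paper states that the trend was not significant and that it lay within the margin of error.

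**Figure D1:**
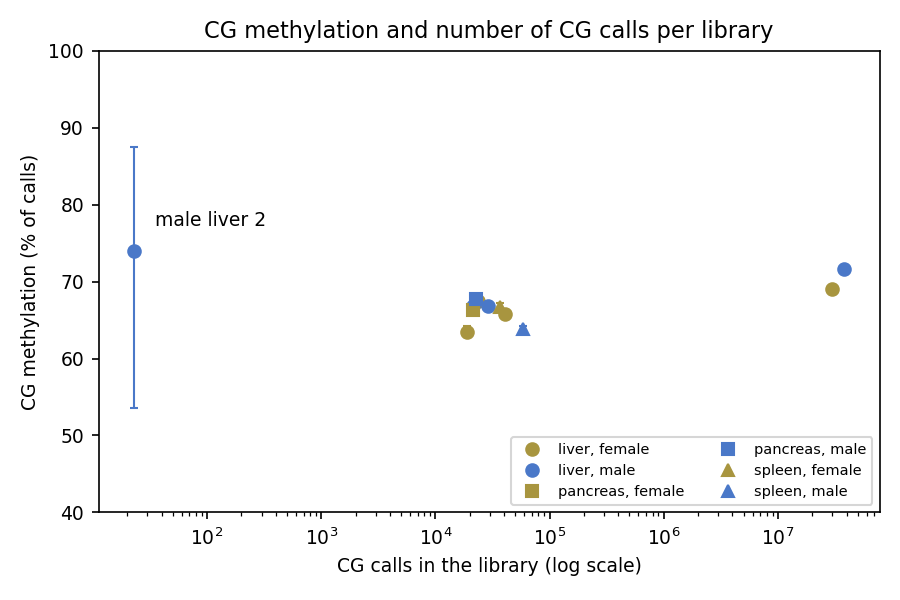
CG methylation of each of the 12 libraries (vertical axis, % of CG calls) against its number of CG calls (horizontal axis, log scale), with 95% Wilson intervals that take calls as independent as bars, hidden behind most points. Symbols mark the tissue and colours the sex. Male liver 2 stands alone at 23 calls with an interval from 53.5% to 87.5%.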

**Figure 2.**
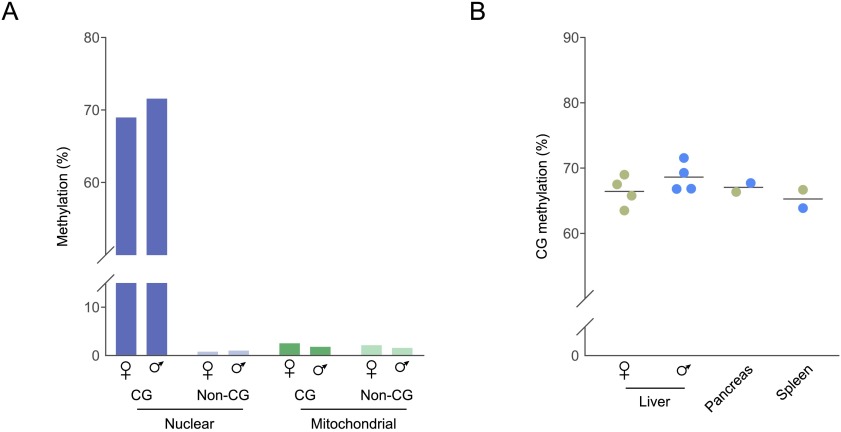
Global methylation levels in elephant shark somatic tissues. **A:** Global methylation levels of deep-sequenced liver samples in different contexts. ‘CG’ refers to symmetrical CG dinucleotides; ‘Non-CG’ indicates all other sequence contexts. **B:** Global CG methylation levels in elephant shark tissues examined by low-coverage sequencing. The horizontal bar indicates the mean; gold dots, female samples; blue dots, male samples. The difference between female and male liver samples is not significant according to a *t*-test, and within the technical margin of error expected at the threshold sequencing depth used (±1.8 methylation percentage points; Figure S1).

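The deep-sequenced female and male livers were compared over the 224525 windows of 2 kb that had at least 50 calls in each. Their methylation was correlated across windows, with a Pearson's r of 0.899 and a Spearman's rho of 0.853, where windows of 1 pair of libraries are not independent replicates. The mean over windows was 70.3% in the female and 72.7% in the male. Their difference of -2.39 percentage points had an SD of 8.81 over windows. Counting noise alone, calls taken as independent, gives SDs of 4.56 (female) and 4.26 points (male) over each liver's windows with at least 50 calls. Part of the spread of the difference, and of the shares that follow, is thus counting noise. The levels of 76.0% of the windows lay within 10 points of each other, and the female was the lower in 60.7%. The difference depended on the level of the window. It was -0.149 points in windows under 10% methylation in both livers combined, -3.80 points in windows of 40% to 50%, and -0.889 points in windows of 90% or more. Of the 330 scaffolds, 319 had a lower level in the female. With 1 library per sex, these differences describe 2 animals and were not tested.

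**Figure D2:**
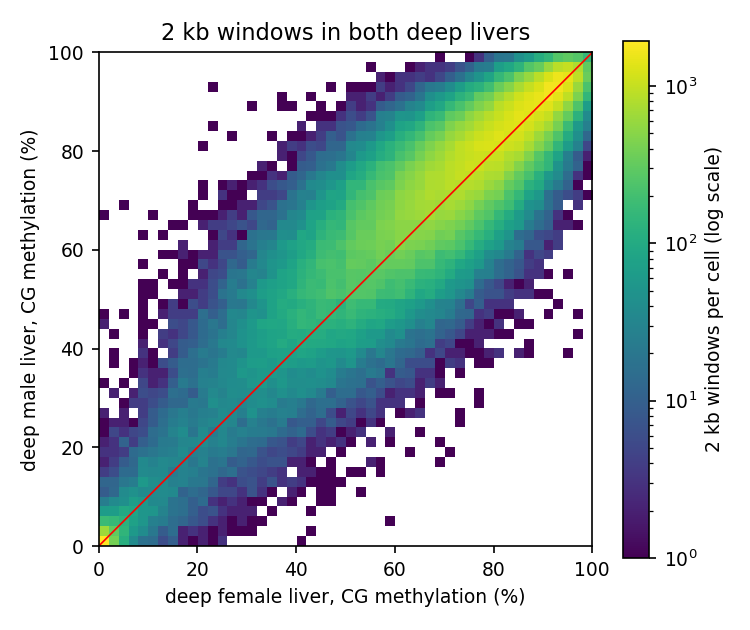
Density of 2 kb windows by CG methylation in the deep-sequenced female liver (horizontal axis, %) and male liver (vertical axis, %), with the colour giving the number of windows per cell on a log scale. The red line marks equal levels, and 60.7% of the windows lie above it, where the female is lower.

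**Figure D3:**
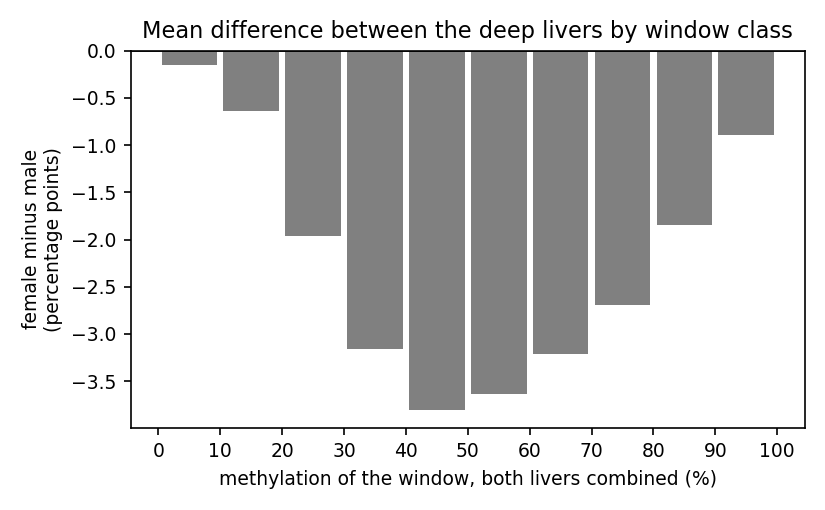
Mean female minus male CG methylation (vertical axis, percentage points) of 2 kb windows grouped by their level in both livers combined (horizontal axis, %). The difference is -3.80 points in windows of 40% to 50% and -0.149 points in those under 10%.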

We proceeded with further analysis of CG methylation in deep-sequenced liver datasets as an example of the elephant shark somatic methylome, and combined male and female samples to enhance sequencing coverage.

### The elephant shark genome is pervasively methylated

Existing data indicate that methylation patterns differ markedly between vertebrates and invertebrates. In order to delineate the characteristics of these disparate systems and establish their relationship to the elephant shark methylome, we reanalysed published WGBS-seq data from two vertebrates, mouse ( *Mus musculus*) ^5^ and zebrafish ( *Danio rerio*) ^8^, as well as an invertebrate from the closest chordate outgroup, the sea squirt *Ciona intestinalis* ^14^ ( Table 1A).

**Table 1.** Published WGBS-seq and RNA-seq datasets used for comparative analysis in this study. Accession numbers are provided in the methods.

	A. WGBS-seq Datasets		B. RNA-seq Datasets	
Species	Reference	Tissue	Reference	Tissue
*Callorhinchus milii* Elephant shark	This study	Liver	Venkatesh *et al.*, 2014 ^49^	Liver
*Ciona intestinalis* Sea squirt	Zemach *et al.*, 2010 ^14^	Muscle	Zemach *et al.*, 2010 ^14^	Muscle
*Danio rerio* Zebrafish	Potok *et al.*, 2013 ^8^	Muscle	Potok *et al.*, 2013 ^8^	Muscle
*Mus musculus* Mouse	Hon *et al.*, 2013 ^5^	Liver	ENCODE Consortium ^50, 51^	Liver

As expected from analysis of global levels, examination of methylation at individual CG dinucleotides in the elephant shark showed that the majority of sites are highly methylated (≥ 80%), and fewer than one tenth are unmethylated ( Figure 3A). Both this pattern and the global methylation level are comparable to mouse and zebrafish ( Figure 3A–B). In contrast, mean methylation in the invertebrate sea squirt is only 22.9%, and over two thirds of CG sites are unmethylated.

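With the calls of both deep-sequenced livers added, 6409319 CG sites had at least 5 calls, with a median of 7 calls per site. Of these sites, 54.9% were methylated at 80% or more and 18.5% at 60% to under 80%. A further 11.3% lay at 40% to under 60%, 6.25% at 20% to under 40%, and 9.05% under 20%. The mean over sites was 71.2% and the median 80.0%. The shares depended most on the coverage minimum. At a minimum of 20 calls, 35919 sites were left, of which 38.2% were at 80% or more and 31.7% under 20%. At a minimum of 10 calls these shares were 55.8% and 10.3%, and at a minimum of 1 call they were 53.5% and 13.8%. In the female liver alone, 57.1% of 1573460 sites were at 80% or more and 11.3% under 20%. In the male liver alone these shares were 60.7% and 9.69% of 2667923 sites. Sites had a median of 6 calls in each liver alone, and fewer calls by themselves raise the share at 80% or more. The paper states that most CG sites are highly methylated, and sets the pattern beside those of mouse and zebrafish, which were not analysed here.

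**Figure D4:**
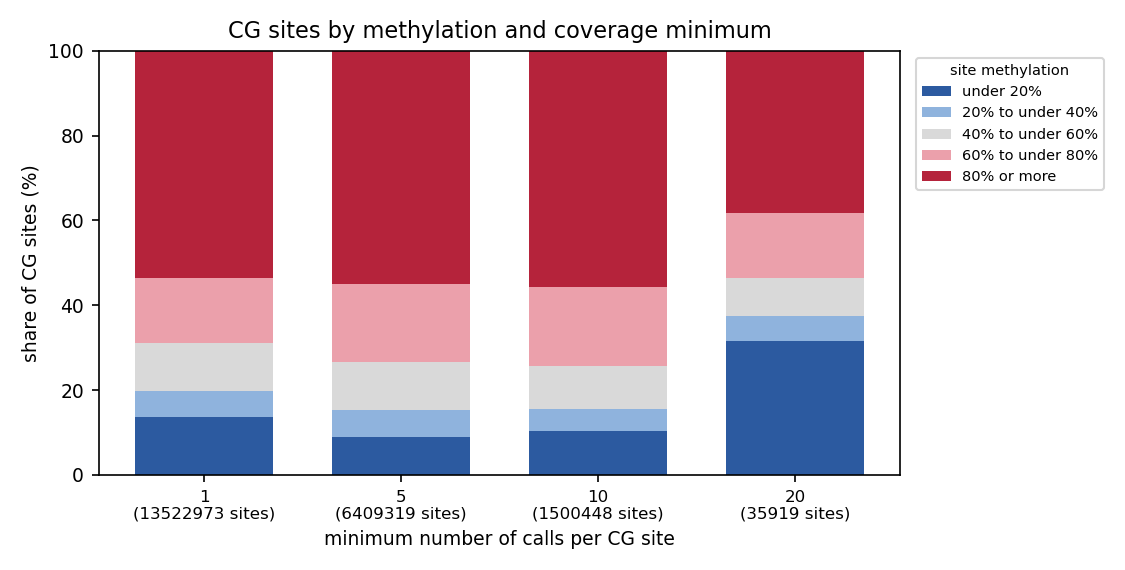
Share of CG sites (vertical axis, %) in 5 classes of methylation for minimums of 1, 5, 10 and 20 calls per site, both deep-sequenced livers added, with the number of sites under each bar. The class under 20% holds 9.05% of the sites at a minimum of 5 calls and 31.7% at a minimum of 20.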

**Figure 3.**
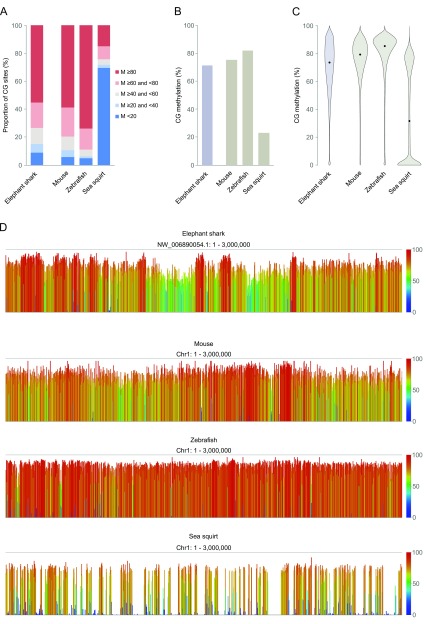
Global structure of the elephant shark methylome. **A:** Distribution of methylation at individual CG dinucleotides. ‘M’ denotes percentage CG methylation. **B:** Mean methylation of CG dinucleotides. **C:** Distribution of methylation within 2kb running windows covering the entire genome. Black dots denote the median. **D:** Genome screenshots of methylation quantified in 2kb running windows over the first 3Mb of chromosome 1 in sea squirt, zebrafish and mouse, and of the largest scaffold (NW_006890054.1) in elephant shark. These regions were arbitrarily chosen as an unbiased section of each genome.

A further striking distinction is evident when the genome is profiled in 2kb running windows. 

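The scaffolds were divided into adjoining windows of 2 kb, and each window was given the share of its calls that were methylated, both deep-sequenced livers added. Of 426584 windows, 375370 had at least 50 calls, with medians of 138 calls and 30 CG sites. Their median methylation was 73.5%. It was 80% or more in 34.8% of them, 60% to under 80% in 40.8%, 40% to under 60% in 17.6%, 20% to under 40% in 4.32%, and under 20% in 2.49%. The male liver alone, the alternative that moved the median most, gave 76.3%.

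Calls on the largest scaffold (NW_006890054.1) reached position 18507825. In its first 3000000 bp, 1251 of 1500 windows had at least 50 calls. Their median was 71.9%, the 5 and 95 percentiles were 38.2% and 92.1%, 77.3% of them were at 60% or more, and 23 were under 20%. Low-methylation blocks were defined, after Figure 3D had been seen, as stretches of at least 100 kb in which the mean of 25 adjoining windows stayed under 65%. This scaffold had 17 such blocks, 3892 kb in all or 21.0% of its length. Those in the first 3000000 bp ran from 1162001 to 1426000 and from 1806001 to 2002000, with mean window methylation of 56.3% and 54.3%. The longest ran from 3862001 to 4474000 and had a mean of 41.4%. In the female or the male liver alone, 3 and 4 blocks met the same rule, where 44.5% and 56.3% of the scaffold's windows had enough calls against 86.8% in both livers added. With a minimum of 20 calls per window, chosen after the values were seen, the female liver alone had 22 blocks and the male liver alone 16, from 89.8% and 93.2% of the windows. Which genes lie in these stretches was not analysed here.

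**Figure D5:**
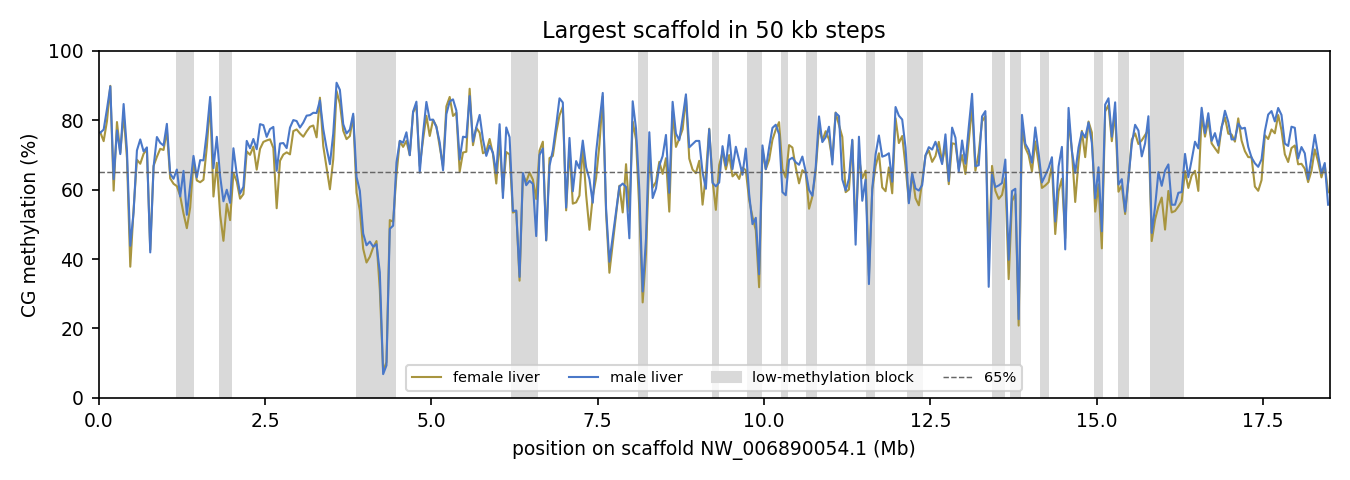
CG methylation (vertical axis, %) in steps of 50 kb along the whole of scaffold NW_006890054.1 (horizontal axis, Mb) in the deep-sequenced female and male livers. Grey bands are the 17 low-methylation blocks and the dashed line marks 65%; both livers fall in the longest block, from 3862001 to 4474000.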

High methylation levels are pervasive in the elephant shark genome ( Figure 3C–D), resembling the structure of other vertebrate methylomes. In contrast, the sea squirt methylome is characterised by a bimodal but largely unmethylated distribution ( Figure 3C), resulting from a mosaic pattern in which background hypomethylation is punctuated by shorter stretches of methylated sequences ( Figure 3D). 

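The SD of methylation over the 2 kb windows with at least 50 calls was 18.9 percentage points, with quartiles at 60.3% and 84.0% and the 5 and 95 percentiles at 34.8% and 93.4%. Counting noise alone, with the calls of a window taken as independent, would give an SD of 3.87 points. With a minimum of 100 calls the SD was 19.0 points beside a counting SD of 3.12. Windows of 1 kb had an SD of 20.2 points and windows of 5 kb 17.5 points, the range over the alternatives tried. Levels of neighbouring windows were correlated, with an r of 0.632 at 2 kb, 0.321 at 50 kb and 0.247 at 100 kb, across windows of the same libraries. Over all scaffolds, 695 low-methylation blocks covered 185026 kb, or 21.3% of the length. Windows in the blocks had a mean of 51.7% and an SD of 16.0 points, and the other windows a mean of 74.9% and an SD of 16.4 points. The mouse and zebrafish distributions were not analysed here.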

Interestingly, running windows show a broader distribution of methylation in elephant shark than in mouse or zebrafish ( Figure 3C). Whether this is a feature of basal vertebrates generally or of elephant shark specifically will require analysis of methylation patterns in additional cartilaginous fish.

### Transposable elements are hypermethylated in the elephant shark

Having established that the global structure of the elephant shark methylome is characteristic of vertebrates, we sought to determine the profile and impact of methylation at specific functional elements.

Transposable elements (TEs) are highly methylated in vertebrate genomes, a feature which is linked to the necessity of repressing their transcription to prevent destabilising transposase activity ^8, 9, 16, 22– 24^. The generally low levels of methylation at TEs in invertebrates such as the sea squirt do not appear to regulate their activity ^14, 38, 39^.

Examination of methylation patterns at TEs and flanking sequences showed that the elephant shark exhibits hypermethylation at the large majority of TEs and a slight increase in mean methylation relative to adjacent regions ( Figure 4A–B), conforming to the pattern of other vertebrates. While mean methylation levels of TEs in sea squirt are moderately elevated compared to flanking sequences, the large majority of TEs are hypomethylated. Little variation in methylation was observed between the two predominant TE classes in the elephant shark genome, long interspersed nuclear elements (LINEs) and short interspersed nuclear elements (SINEs; Figure 4C–D), indicating that – as in other vertebrates ^8, 9, 16, 24^ – hypermethylation of TEs is ubiquitous. 

**Figure 4.**
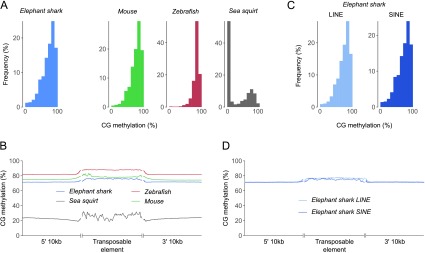
Methylation patterns at transposable elements. **A:** Distribution of methylation at transposable elements. Mean methylation values are divided into 10 bins. **B:** Mean CG methylation across transposable elements and 10kb flanking regions. Quantification was performed at the level of individual CG dinucleotides. Flanking regions were smoothed by averaging 100 neighbours. **C:** Distribution of methylation at long interspersed nuclear elements (LINEs) and short interspersed nuclear elements (SINEs) in the elephant shark genome. Mean methylation values are divided into 10 bins. **D:** Methylation at long interspersed nuclear elements (LINEs) and short interspersed nuclear elements (SINEs) in the elephant shark genome, plotted as in ( **B**).

### Methylation at elephant shark transcription start sites is associated with gene silencing

Silencing of gene expression through the deposition of methylation at transcription start sites (TSSs) constitutes an important regulatory mechanism in vertebrates, but appears to be absent from invertebrates ^5– 10, 12– 16, 35, 40, 41^. To compare the relationship of methylation and transcription in elephant shark with higher vertebrates and the sea squirt, we made use of tissue-matched published RNA-seq datasets ^8, 14, 49, 50^ ( Table 1B) to classify protein-coding genes into expression quintiles.

Hypomethylation at the TSS of expressed genes constitutes a conspicuous exception to the otherwise pervasively methylated elephant shark genome, matching the higher vertebrates examined ( Figure 5A–C). Significantly, we document an inverse relationship between TSS methylation and expression level in the elephant shark ( Figure 5A, Figure 5E). A bimodal distribution in which a large proportion of sequences are methylated at low expression levels contrasts with negligible methylation at most TSSs of intermediate and highly expressed genes. The association of TSS methylation with transcriptional silencing is a distinguishing feature of higher vertebrate methylomes ^5, 8, 12– 16^ that is recapitulated here for zebrafish and mouse ( Figure 5B–C, Figure 5E), and its presence in the elephant shark indicates that methylation at the TSS induces repression in a similar manner. Consistent with reports showing that invertebrates lack this wide variation in TSS methylation as a function of expression level ^14, 35, 41^, the large majority of sea squirt TSSs are hypomethylated at all expression levels and methylation levels at the TSS are comparable to intergenic sequences ( Figure 5D–E).

**Figure 5.**
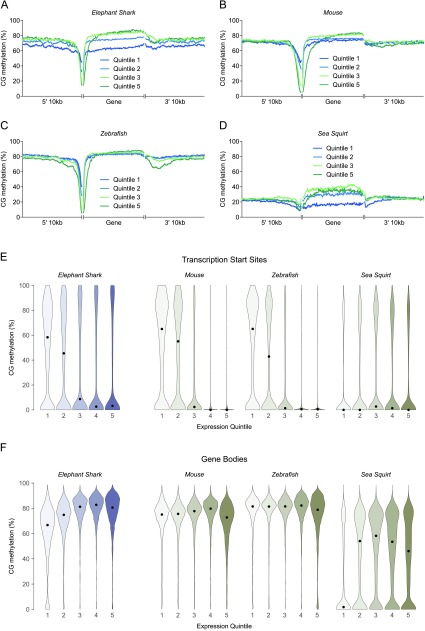
Relationship between methylation and gene expression. **A** – **D:** Mean CG methylation across genes and 10kb flanking regions, classified into quintiles according to expression level in RNA-seq datasets (5 = highest). Quintile 4 is omitted for clarity. Quantification was performed at the level of individual CG dinucleotides. Flanking regions were smoothed by averaging 100 neighbours. **E** – **F:** Distribution of methylation at the transcription start site ( **E**) and within the body ( **F**) of genes classified into quintiles according expression level (5 = highest). Each violin is scaled to the same maximum width (total area is not constant between violins) to demonstrate distributions for each quintile. Black dots denote the median.

Interestingly, a larger number of TSSs at highly expressed genes remain methylated in elephant shark compared to mouse and zebrafish. This may suggest that the association of methylation with repression is less absolute than in higher vertebrates, but could also be attributed to poorer TSS annotation in the less intensively-studied and incompletely assembled elephant shark genome.

The methylomes of higher vertebrates and invertebrates also differ within gene bodies. While intragenic methylation in sea squirt forms the bimodal distribution reported in invertebrates ^35, 37^, and most silenced genes lack methylation, vertebrate gene bodies are generally hypermethylated at all expression levels ( Figure 5F). Intragenic methylation in the elephant shark is characteristic of this vertebrate pattern. In addition, higher expression levels are associated with moderately elevated gene body methylation in elephant shark liver, but not in zebrafish muscle or mouse liver. Given the limited understanding of the role played by intragenic methylation in the regulation of vertebrate gene expression, the functional relevance of this relationship is unclear.

## Discussion

Methylation of CG dinucleotides forms a heritable but flexible epigenetic memory that constitutes a critical regulatory system in bony vertebrates, where it is employed in the modulation of gene expression and suppression of transposon element activity. The genomes of studied vertebrates are pervasively hypermethylated, with the exception of regulatory elements such as transcriptional start sites (TSSs), where the presence of methylation is linked to transcriptional silencing ^1– 10, 12– 16, 22– 25^. These features are not found in the sparsely methylated genomes of invertebrates, including chordates closely related to vertebrates ^14, 33– 40^, but establishing when this important regulatory system arose and the factors that drove its development has been has been impeded by a lack of methylation data from basal vertebrates ( Figure 1).

In this study, we employ WGBS-seq to generate the first genome-wide methylation profiles of a cartilaginous fish, the elephant shark *Callorhinchus milii*. Through detailed comparison with published methylation and expression datasets, we demonstrate that the elephant shark methylome is characteristic of higher vertebrates and in clear contrast to the prevailing invertebrate configuration. 

We first note that methylation in the elephant shark is primarily located in symmetric CG context, where comparable global methylation levels of approximately 65–70% were found by low-coverage WGBS-seq in the male and female liver, as well as in the spleen and pancreas ( Figure 2). The similarity of male and female methylation indicates that, unlike certain bony fish species ^53^, the uncharacterised sex-determination mechanism in the elephant shark is not associated with large differences in global methylation. Examination of liver profiles at higher resolution demonstrated that – like higher vertebrates – the majority of elephant shark CG sites are methylated, and this is ubiquitous throughout the genome rather than concentrated in short stretches in the invertebrate mosaic pattern, typified by the sea squirt ( Figure 3). The global hypermethylation of the elephant shark genome includes both major transposon classes, LINEs and SINEs ( Figure 4), whose transcriptional repression is thought to be an important function of vertebrate methylation systems as a safeguard against destabilising transposition activity.

Crucially, the elephant shark mirrors higher vertebrates in their inverse relationship of methylation with expression at the TSS ( Figure 5); most expressed genes are unmethylated while a large proportion of inactive genes are hypermethylated at the TSS. This indicates that TSS methylation represses gene expression in a similar fashion in the elephant shark, and implies that this key regulatory mechanism – which is absent from invertebrates – is present in cartilaginous fish. While the association of TSS methylation with silencing is conserved across the vertebrates examined, we also observe that a greater number of expressed genes are methylated at the TSS in elephant shark than in mouse or zebrafish. It will be important to clarify whether this arises from the poorer annotation of the less intensively studied elephant shark genome, or a meaningful biological difference in the repressive potency of methylation in this system.

The hypermethylation of most gene bodies at all levels of transcription is a feature of higher vertebrate methylomes, that our data show is also shared by the elephant shark ( Figure 5). We additionally document an interesting association between higher expression levels and elevated methylation in the elephant shark, a trend which is absent from the higher vertebrate tissues we examined. The relationship between intragenic methylation and expression is complex and appears to vary between vertebrate taxa and even within the tissues of a single species ^5, 8, 12– 16, 26, 28, 29^. Indeed, although a variety of functions for intragenic methylation have been suggested, including suppression of spurious transcription and regulation of exon splicing ^30– 32^, their generality is poorly understood, particularly outside mammalian systems. Significant further research will be required to uncover the impact of intragenic methylation in vertebrate genomes and determine the biological relevance of its positive relationship with expression in the elephant shark. 

### Evolutionary history of the vertebrate methylation system

The observation that methylation patterns in a cartilaginous fish are characteristic of higher vertebrates implies the conservation of a complex methylation system across jawed vertebrates separated by 465 million years of evolution ( Figure 1). Of particular note, they support the common presence of a regulatory architecture that links methylation at the TSS to transcriptional repression.

Preprint methylome data from the sea lamprey *Petromyzon marinus*, a basal jawless vertebrate, indicate that this species lacks the genome-wide hypermethylation and functional relationships of higher vertebrates ( https://doi.org/10.1101/033233). While the data from this study has not yet been released, the authors state that methylation patterns in sea lamprey more closely resemble those of the sea squirt and appear to represent a transitional intermediate. In the context of our findings, this implies that the evolution of the higher vertebrate methylation system was achieved after the emergence of jawed vertebrates (~600 Mya ^43^), but before the divergence of bony and cartilaginous fish (~465 Mya ^43^; Figure 1). These data further identify cartilaginous fish as the most divergent class to possess a DNA modification system similar to our own, and position the elephant shark as a valuable model to examine the function and evolution of the vertebrate methylation system. As the slowest evolving vertebrate documented ^49^, the elephant shark bears the closest resemblance to the most recent common ancestor of all jawed vertebrates, enhancing its appeal in this respect. Moreover, the extensive orthology of its small genome to those of tetrapods ^49^ facilitates comparative studies.

Transposon aggressiveness correlates with the degree of sexual outcrossing in the host, and repression of this destabilising activity has been proposed as a major reason for genome-wide hypermethylation in sexually-reproducing organisms such as plants and vertebrates ^14, 38, 54^. This control mechanism appears to have been discarded as unnecessary in early asexual metazoans, and alternative suppression systems such as the piwi-piRNA pathway were developed in their sexually-reproducing invertebrate descendants ^54, 55^. The reason for the apparent reinvention of methylation-based silencing in vertebrates is unclear. Comparison of TE dynamics in the cells of elephant shark and basal chordates offers the opportunity to determine whether the need for additional control mechanisms was a primary driver for genome-wide hypermethylation in jawed vertebrates.

We note that in addition to substantial physiological changes, the emergence of jawed vertebrates was accompanied by major innovations in gene regulatory networks, notably non-coding RNA elements ^49^. These advances may have facilitated, or conversely been enabled by, the development of a complex methylation system during the same time period. The role of the whole-genome duplications that occurred in vertebrate progenitors ^56^ in the acquisition of components that act downstream of the methylation signal, or as a stimulus for new mechanisms of regulating gene dosage, also merits further investigation. 

Methylation of elements that modulate gene expression forms an epigenetic memory that plays an important role in defining and stabilising cell identity in higher vertebrates ^5, 17– 21^. The reprogramming of this specification in the germline to regenerate full developmental competence after fertilisation, and the pathways employed to achieve this – such as active demethylation by ten-eleven-translocase (TET) enzymes, vary considerably across vertebrates ^57^. Examination of these phenomena in the elephant shark will provide insight into the evolutionary history of epigenetic control in the life cycle and its consequences for vertebrate development.

Our findings provide fresh perspective on an important epigenetic modification. The elephant shark methylome delineates the evolutionary extent of the complex methylation system found in higher vertebrates, and sets the scene for comparative studies that will address longstanding questions about the primary purpose of this system and how these functions evolved from the mosaic pattern of invertebrates. It will be particularly pertinent to understand the development of the mechanism that links TSS methylation to transcriptional repression. Epigenetic studies in the elephant shark also open promising avenues to explore the ways in which methylation is put to use during development and the specification of cell fate, and the conservation of these strategies amongst vertebrates.

## Data availability

The data referenced by this article are under copyright with the following copyright statement: Copyright: © 2017 Peat JR et al.

Data associated with the article are available under the terms of the Creative Commons Zero "No rights reserved" data waiver (CC0 1.0 Public domain dedication). 

All raw WGBS-seq data (including low-coverage WGBS-seq data), as well as mapped CG call files for male and female liver deep-sequencing, are deposited in the GEO database under accession number GSE96683.

Source for published WGBS-seq datasets:

Mapped CG methylated calls for mouse liver ^5^ were downloaded from GEO, accession GSE42836, sample GSM1051157.

Raw sequencing data for zebrafish muscle ^8^ were downloaded from SRA, study SRP020008, run SRR800081.

Raw sequencing data for sea squirt muscle ^14^ were downloaded from GEO, accession GSE19824, sample GSM497251.

Source for published RNA-seq datasets:

Raw sequencing data for elephant shark liver ^49^ were downloaded from SRA, SRA study SRP013772, run SRR513760.

Raw sequencing data for mouse liver (ENCODE Consortium ^50, 51^) were downloaded from GEO, accession GSE78583, sample GSM2072415.

Raw sequencing data for zebrafish muscle ^8^ were downloaded from SRA, study SRP020008, run SRR800045.

Raw sequencing data for sea squirt muscle ^14^ were downloaded from GEO, accession GSE19824, sample GSM497252;

How the deposited data were processed for this re-analysis (not part of the article)

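CG methylation was measured by whole-genome bisulfite sequencing of 12 elephant shark libraries: 8 livers, 4 of each sex, and the pancreas and spleen of 1 female and 1 male sample each. The first liver of each sex was deep-sequenced and the other 10 libraries were sequenced at low coverage. Samples were assigned to tissue, sex and replicate from their labels and Table S1.

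For the deep-sequenced livers, the deposited files hold 1 call per cytosine and read from the Bismark methylation extractor (v0.14.3), made by the authors after trimming, alignment to scaffolds of assembly 6.1.3 larger than 277 kb and removal of duplicates. For the low-coverage libraries, the deposited Bismark mapping reports hold read counts and the counts and percentages of methylated calls per context, made by the authors without removal of duplicates. The report of male liver 2 covers 230 reads and 23 CG calls, where the paper's Table S1 gives 26979 CG calls. It was used as deposited, and the values without it and with the counts of Table S1 were computed as well. No annotation or sequence of the authors' assembly was used, so results at transcription start sites, gene bodies and repeats, and by expression, were not analysed here. The gene table at hand belongs to another assembly, and none of it was used. Mouse, zebrafish, sea squirt, mitochondrial and RNA-seq data were not analysed here.

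Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. Global methylation is the share of CG calls that are methylated. For CG sites, called positions 1 bp apart were joined as the cytosines of the 2 strands, and sites needed at least 5 calls. Windows were 2 kb, adjoining and without overlap, and needed at least 50 calls. Low-methylation blocks were stretches of at least 100 kb in which the mean of 25 adjoining windows was under 65%. Coverage of the sexes was compared as the log2 ratio of female to male calls per scaffold, relative to the median scaffold, with a limit of 0.5 either way. Reads with at least 3 CG calls were called mixed when they held both kinds of call. Joining of sites, block finding, the bootstrap, the mixed-read counts and the coverage ratios were tested on simulated data. There, 99.6% of 200000 CG sites were rebuilt with the right calls. Of the implanted blocks among 5000 windows, 3 of 3 were found and no other. The simulated windows outside these blocks had a flat level with counting noise only. In the data, windows outside blocks had an SD of 16.4 points, so the simulation does not bear on false blocks there. For coverage, 10 of 10 simulated scaffolds at lower coverage were found among 330.

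The deep-sequenced libraries held 30080951 and 38128530 CG calls. The 99% margin of error of a global level was taken from a curve fitted to 1000 bootstrap draws of whole reads of the male liver at each of a series of depths up to 30000 calls. At the 19024 to 58906 CG calls of the low-coverage libraries other than male liver 2 the curve gives 1.29 to 0.734 points, and extrapolated 37.1 points for male liver 2, and for the deep-sequenced libraries 0.0325 and 0.0288 points. Groups were compared by two-sided exact permutation tests of the difference of means, with 1 percentage per library: 4 female against 4 male livers (70 splits), 8 livers against 2 pancreas or 2 spleen libraries (45 splits, Benjamini-Hochberg adjustment over the 2 tissues), and 6 low-coverage livers against 4 pancreas and spleen libraries for non-CG methylation (210 splits). Results from the deep-sequenced livers have 1 library per sex and no test. Whether the pancreas and spleen samples come from separate animals, or from the liver donors, is not given by the labels or the paper's text, so the libraries in these tests may not be independent. Intervals of single shares are 95% Wilson intervals, which take calls as independent and so are too narrow where calls on 1 read are alike, and intervals of differences between libraries come from the whole-read bootstrap or from this curve. Both cover counting error only.

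The tests, samples and alternatives were fixed before the data were examined, except where an alternative is said to have been chosen afterwards. The alternatives were other coverage minimums, window sizes, single strands, each liver alone, correction for non-conversion, the first call of each read, other block limits, other scalings of coverage, the low-coverage livers alone and each library left out in turn. The rule for what the text names was also fixed in advance: the scaffold named by the paper, the 5 longest low-methylation blocks, and the 5 longest scaffolds past the coverage limit in each direction, of which there were none. Other scaffolds named in the closing observations were chosen after their values were seen.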

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

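The tests on male liver 2 and the 99% interval of the pancreas difference were chosen after the values were seen, and the test on spleen was not.

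Male liver 2 stood apart from the other low-coverage livers in its deposited report. Its non-CG methylation was 2.13%, against 0.564% to 0.609% in the other 5, and its mapping efficiency was 5.65%, against 24.2% to 27.3%. In each case the gap to the nearest liver took up most of the range of the group. Of 7 groups of livers and measures examined in this way, these 2 stood out, where chance alone marks about 1 in 20 groups. The report covers 230 reads, 13 of them aligned. Counting error at few reads is argued against for the mapping efficiency, since the 95% Wilson interval of 5.65% reaches up to 9.43% only. The non-CG value rests on 4 methylated calls of 188. Whether the report covers a random part of the reads of this library cannot be told apart from other origins of the file, because the mapping efficiency of the whole library is not given in the sources used here. No biological explanation was tested. Unless it is left out or taken from Table S1, the library's CG level of 73.9% on 23 calls enters the mean of the male livers and that of all livers.

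The difference between the sexes went in opposite directions in pancreas and spleen. CG methylation was lower in the female pancreas than in the male by -1.40 percentage points (66.4% against 67.8%), and higher in the female spleen by 2.79 points (66.7% against 63.9%). With 1 library per sex and tissue, the difference between the tissues was not tested across animals. Counting error is argued against in spleen, where the 95% interval at these depths, from the whole-read bootstrap constant, ran from 1.89 to 3.69 points and the 99% interval from 1.61 to 3.97. It remains open in pancreas, where the 95% interval ran from -2.69 to -0.104 points but the 99% interval, from -3.10 to 0.303, includes 0. Variation between animals remains open, since livers of the female sex alone had an SD of 2.36 points. A true difference between tissues in the effect of sex also remains open and untested.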

How the results depend on the processing

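The alternatives that use Table S1 for male liver 2, those that combine leaving it out with another setting, the averaging of pancreas and spleen within each sex, the average over 15 windows, the minimum of 20 calls for blocks in single livers and the correction of coverage for CG density were chosen after the data were seen, and the others were not.

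The difference between female and male livers kept its direction and stayed without significance in all 8 settings that left out 1 liver (-4.34 to -1.97 points, exact permutation p 0.143 to 0.4) and in the 8 other alternatives (-3.60 to -1.09 points, p 0.125 to 0.6 where tested). Within the low-coverage livers, where the smallest p of the exact permutation test is 0.1, it was -3.60 points, -1.24 points without male liver 2 and -2.05 points with its Table S1 count. With the replicate number as a replicate block, the difference was -3.35 points with p = 0.125 by an exact sign-flip test, the smallest p that 4 pairs allow. Neither this test nor those within the low-coverage livers can pass 0.05, so their p say nothing on stability. Neither the paper nor the labels say that a number marks a shared litter, batch or day. Number 1 is the deep-sequenced liver in both sexes, and these libraries have the same lane numbers. The livers with the other numbers were sequenced at low coverage, so number 1 is set apart from the others by sequencing. Over the 4 numbers, the percentages of the female and male livers had a Pearson's r of 0.779 (two-sided exact permutation test of the pairings, p = 0.25), and 0.906 with the Table S1 count (two-sided exact permutation test, p = 0.167). The female liver was the lower in each of the 4. With 1 percentage per library, a correlation for each pair could not be computed, and the numbers were not taken to pair the livers. With 1 library left out, the pancreas difference ranged from -1.76 to -0.235 points and the spleen difference from -4.23 to -1.44 points. The settings that leave out a pancreas or spleen library compare 1 library with 8 livers and cannot give a p under 0.111, so they say nothing on significance, and those that leave out a liver can reach 0.0278 and were not significant. Leaving out male liver 2 brought the pancreas difference to -0.235 and the spleen difference to -2.01 points. Against the low-coverage livers the pancreas difference depended on male liver 2: it was -0.341 points with the report, and it reversed to 0.963 points without this library and to 0.431 points with its Table S1 count. The spleen difference stayed negative in the same settings (-2.11, -0.809 and -1.34 points).

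The non-CG difference between pancreas and spleen on the one side and the low-coverage livers on the other rested on male liver 2. As deposited it was 0.00429 percentage points (exact permutation test, p = 1). Without male liver 2 it was 0.261 points (exact permutation test, p = 0.00794) and with the Table S1 count for that library 0.274 points (exact permutation test, p = 0.00476), both past the threshold of 0.05 and both the smallest p these tests can give. The value of 0.274 points mixes 2 sources, as it sets 0.512% from Table S1 beside report values of the other livers. For those livers Table S1 gives lower values than the reports, 0.484% to 0.533% against 0.564% to 0.609%. With 1 library left out it ranged from -0.0682 to 0.261 points, and it was negative without any 1 of the other livers or without the male pancreas (p = 1 in each exact permutation test). It reversed to -0.408 points with CHG calls only and to -0.0874 points for spleen alone. These reversals rest on male liver 2, in which 2 of 43 CHG calls were methylated, a share of 4.65%. With this library left out as well, the difference was 0.251 points for CHG calls, 0.266 for CHH calls (exact permutation p = 0.00794 in each), 0.353 for pancreas alone and 0.169 for spleen alone (exact permutation p = 0.0476 in each). With 1 more library left out it stayed between 0.189 and 0.310 points. With pancreas and spleen averaged within each sex, in case they come from the same animals, it was 0.261 points without male liver 2 (exact permutation test, p = 0.0476) and 0.00429 points with it. All these p without male liver 2 are the smallest their tests can give, and tissue and sequencing run stay confounded in them.

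The global levels of the deep-sequenced livers moved by more than counting error under each alternative: with correction for non-conversion to 68.7% in the female and 71.3% in the male, as the mean over CG sites to 69.6% and 72.6%, and with the first call of each read to 66.4% and 69.6%. The female stayed lower in each. The margin of error at 15000 calls fell to 0.900 points when single calls were drawn, and was 1.49 points in the female liver and 1.45 from the fitted curve.

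The share of CG sites at 80% or more was 53.5% at a minimum of 1 call, 55.8% at 10, 38.2% at 20, 57.2% for each strand alone, 57.1% in the female alone and 60.7% in the male alone. In the same order, the share under 20% was 13.8%, 10.3%, 31.7%, 9.58%, 11.3% and 9.69%, and the mean over sites 69.8%, 71.3%, 53.0%, 71.4%, 69.6% and 72.6%. Only the minimum of 20 calls, which keeps 35919 of 6409319 sites, moved the share at 80% or more under 50%, and only the minimums of 1, 10 and 20 calls and the female alone moved the share under 20% above 10%.

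The median over windows was 72.7% at a minimum of 5 calls, 75.1% at 100 calls, 75.7% in windows of 1 kb, 72.7% in windows of 5 kb, 72.9% from the mean of site levels, 74.1% in the female alone and 76.3% in the male alone. In the same order, the SD over windows was 19.3, 19.0, 20.2, 17.5, 18.7, 19.8 and 19.1 points. Fewer calls per site moved the site shares by themselves. Sites with 5 to 9 calls, thinned to 5 calls, went from 54.7% to 61.9% at 80% or more. Their share under 20% fell from 8.67% to 7.07%. Depth can thus raise the share at 80% or more in the livers alone, while their higher shares under 20% go the other way. Other causes of the shifts in site shares, except at 20 calls, and the causes of those in windows, were not tested.

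The number of low-methylation blocks on the largest scaffold was 9 with a limit of 60%, 25 with a limit of 70%, and 16 with 15 windows averaged, against 17. With the minimum of 50 calls per window, the female alone gave 3 blocks and the male alone 4, since only 44.5% and 56.3% of the windows reached it. With a minimum of 20 calls, which 89.8% and 93.2% of the windows reached, the livers alone gave 22 and 16 blocks. No scaffold passed the coverage limit in any of the 3 alternatives run. The share of mixed reads in windows of 40% to 60% was 58.2% and 61.1% in the female and 57.3% and 59.6% in the male with at least 4 and 5 calls per read, and the cause was not tested.

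Not run, for want of a sequence or annotation of the authors' assembly, were the results and alternatives at transcription start sites, gene bodies and repeats, those of the germline and housekeeping lists and of RNA-seq support, and the correction of coverage for GC content. Depth limits the low-coverage libraries to global levels, and limits single CG sites to a median of 7 calls among those with at least 5.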

Differences from the paper's values

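The use of the Table S1 counts for male liver 2 was chosen after the values were seen. The paper's minimum depth is 15000 CG calls per library, while the deposited report of male liver 2 holds 23. With that library left out, an alternative set before the data were examined, the smallest library had 19024 calls, above the paper's minimum. For male liver 2 the paper's Table S1 gives 26979 CG calls against 23 in the deposited report, and non-CG methylation of 0.512% against 2.13%. None of the alternatives set before the data were examined changes the values of this library. With the counts of Table S1 in place of the report, a setting chosen after the values were seen, the mean of the male livers was 68.6%, the value the paper states, against 69.8% with the report.

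The paper states that the difference between female and male livers lies within the margin of error expected at this depth. With the counts of Table S1 for male liver 2, the difference of -2.19 points exceeded the 99% counting margin of a difference between the means, which was 0.687 points. Without male liver 2 the difference was -1.97 points and the margin 0.723. With the deposited report, the difference of -3.35 points lay within a margin of 9.31 points. The paper's margin is that of a single library, and the margins here are those of a difference between means. The exact permutation tests gave no significant difference in any of these settings, as in the paper.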

Other observations

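Of the tests below, those on DNA of another organism, on collapsed copies by scaffold, on bisulfite conversion in the male library, on counting error and copy number of scaffold NW_006890254.1, on tissue and sequencing run, on a sex chromosome, and on CG density in the blocks were chosen after the result had been seen. All scaffolds and regions named below, except the 5 longest blocks, were chosen after their values were seen.

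A group of 5 scaffolds had methylation under 20% in both deep-sequenced livers. They were NW_006890378.1 (1.42% in the female and 1.94% in the male), NW_006890343.1 (3.83% and 5.16%), NW_006890273.1 (6.04% and 5.32%), NW_006890357.1 (9.20% and 7.77%) and NW_006890363.1 (13.1% and 16.8%), while the next lowest scaffold with both livers added had 41.2%. Of their 849 windows with at least 50 calls, 748 were under 20% and 18 at 60% or more. High CG density alone is argued against, since 3.72% of the other windows with as many CG sites were under 20%. Extra copies collapsed in the assembly would at least double the calls per cytosine position over other windows under 20% with as many CG sites. The ratio of medians was 1.54 over all the windows under 20% of these scaffolds, but the scaffolds differed. It was 1.10 on NW_006890357.1 and 1.05 on NW_006890363.1, which argues against collapsed copies there. It was 2.12 on NW_006890273.1, 1.64 on NW_006890343.1 and 1.60 on NW_006890378.1, so that 1 of the 5 passed the mark, and collapsed copies remain open on these 3. In the windows under 20% of these 3 scaffolds, the median calls per cytosine position were 6.50, 5.02 and 4.90, against a median of 3.06 in the windows compared. Over all positions of the 3 scaffolds the mean was 7.51, 5.82 and 6.33, which cannot be set against that median. DNA of another organism also remains open. The female to male ratio of calls lay outside the middle 95% of scaffolds for 3 of the 5. The largest of these was 0.12 in size on the log2 scale. They were NW_006890273.1, NW_006890378.1 and NW_006890357.1. From the median of 100 kb windows their ratios were smaller in size (0.036, -0.031 and -0.053). Corrected for CG density they were 0.048, 0.006 and -0.002. On NW_006890363.1 the ratio grew in size, from 0.008 to -0.072 and -0.083. On NW_006890343.1 it went from 0.017 to -0.033 and 0.013. Which ratios stand out thus depends on the scaling. What is on the 5 scaffolds was not analysed here. No biological explanation was tested.

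Scaffold NW_006890254.1, with calls up to position 881068, had 33.4% methylation in the female (24059 calls) and 47.3% in the male (30651 calls). The difference of -13.9 points was the largest of the 330 scaffolds, where the median was -2.34, the SD 1.80 and the next -9.31 points. The female was lower in all 9 of its 100 kb windows. Counting error is argued against, as the 95% bootstrap interval from whole reads ran from -15.0 to -12.7 points. Another copy number in 1 animal is argued against by a coverage ratio of -0.00 on the log2 scale (-0.00358). Differences between the lanes of 1 library are argued against by -13.5 points in lane 1 and -14.4 in lane 2. A difference between these 2 animals or between their library preparations remains open. Whether it goes with sex was not tested, since the low-coverage reports give no calls per scaffold.

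The deep-sequenced female liver was lower than the male in each class of windows by methylation level, and the difference per window was largest in windows of 40% to 50% (-3.80 points). Windows of 60% to 70%, 70% to 80% and 80% to 90%, which are more numerous, differed by -3.21, -2.69 and -1.84 points. Incomplete bisulfite conversion in the male library would raise unmethylated windows most, and there the difference was -0.149 points (2.98% against 3.13%). Differences between the lanes of 1 library are argued against as well. Those lanes differed by at most 0.183 points in windows of 40% to 60%, where the livers differed by -3.44. Sex, age and cell composition of the livers stay open, with 1 animal per sex. Library preparation stays open too, since each of these livers has 1 deep library.

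No scaffold had a female to male ratio of calls beyond the limit of 0.5 on the log2 scale. The largest departure was 0.30 in size (NW_006890349.1, fewer calls in the female), and the SD over 330 scaffolds was 0.04. A differentiated sex chromosome in scaffolds larger than 277 kb, with copies in the ratio of 1 to 2, is argued against by this value of 0.30 (0.303). Smaller scaffolds, and sex differences in short regions, were not covered. Of 8759 windows of 100 kb with enough calls, 4 passed the limit. On NW_006890174.1 the ratio was -0.58 from 2000001 to 2100000 and -1.28 in the partial window from 2100001 to its last called position, 2117967, with methylation of 10.0% in the female and 7.01% in the male in the former and of 1.27% in the male and slightly less in the female in the latter. It was 0.79 on NW_006890180.1 from 300001 to 400000 and -0.67 in the partial window on NW_006890349.1 from 300001 to its last called position, 371027. With 1 animal per sex these were not tested, and no cause was examined.

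The 5 longest low-methylation blocks lay on NW_006890142.1 from 1850001 to 3264000 (mean window methylation 46.9%), NW_006890119.1 from 2278001 to 3658000 (51.1%), NW_006890093.1 from 6001 to 1312000 (46.0%), NW_006890104.1 from 106001 to 1246000 (46.2%) and NW_006890096.1 from 288001 to 1406000 (53.0%). The female was lower in 593 of the 695 blocks. A chance order of windows is argued against as the whole cause. After 20 shuffles of the windows within each scaffold, at most 269 blocks were called, and at most 3 on the largest scaffold against 17. Such shuffles remove the correlation of neighbouring windows, so fewer blocks had to follow. They cannot tell separate blocks from the low part of a smooth variation. On the 48 scaffolds whose windows have a mean under 65%, shuffling by its construction leaves low stretches in place. Low CG density alone is argued against too: after 20 shuffles of the levels among all windows with as many CG sites, which keep CG density in place, at most 20 blocks were called, and at most 1 on the largest scaffold. The paper does not list such blocks beyond the region shown in Figure 3D.

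In windows of 40% to 60%, 52.3% of the female and 52.0% of the male reads with at least 3 CG calls were mixed. A mixture of fully methylated and fully unmethylated molecules alone would leave almost no such reads, so it is argued against as the whole cause of intermediate methylation. Independent calls at the level of the window would give 82.5% and 82.3%, so calls on 1 read were more alike than that. Differences between sites within a window also lower the mixed share, and were not separated from this.

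The margin of error from whole reads was 1.61 times that from single calls at 15000 CG calls, in line with calls on 1 read being alike.

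Counting only the first listed call of each read lowered the global level by 2.58 points in the female and 2.01 in the male. Reads with few CG calls were less methylated: reads with 1 CG call had 62.5% in the female and 66.3% in the male, and reads with 3 or more had 71.3% and 73.3%, which is consistent with the lower weight such a count gives to reads with many calls. Position within the read is argued against as the whole cause, since first and last listed calls of reads with 3 or more differed by 1.16 points in the female and 0.921 in the male.

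The shift of site shares at a minimum of 20 calls was not counting noise at few calls. The same 35919 sites thinned to 5 calls still had 28.8% under 20%, against 9.05% of all sites with at least 5 calls. Sites with the most calls were thus less methylated sites, and extra copies or CG-dense sequence among them were not examined.

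Windows under 10% methylation had the most CG sites, with a median of 47 per 2 kb, windows of 30% to 40% the fewest, with 23, and windows of 90% or more had 33. Across the 325 scaffolds other than the 5 under 20%, CG sites per kb and methylation had a Spearman's rho of 0.588, where scaffolds of 1 pair of libraries are not independent replicates.

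Non-CG methylation was 0.702% to 1.07% in the pancreas and spleen libraries and 0.564% to 0.609% in the low-coverage livers other than male liver 2. Tissue as an explanation remains open: the paper's Table S1 gives 0.791% and 1.02% for the deep-sequenced livers, within the range of pancreas and spleen, but these came from another instrument. A difference between sequencing runs cannot be told apart from tissue. As judged by the source folder in the report headers, 0 of the 2 low-coverage runs held both liver and another tissue. The difference of means was 0.261 points without male liver 2 and 0.00429 points with its deposited report. For the same 5 livers the paper's Table S1 gives 0.484% to 0.533% non-CG methylation, with the same CG counts as the reports. For the 4 pancreas and spleen libraries it gives 0.712% to 1.07%, where the non-CG counts also differ from the reports. The means from Table S1 were 0.509% in the 5 livers and 0.852% in pancreas and spleen.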
